A study of Drosophila melanogaster with 12 samples. Its data were reported in "mRNAs encoding neurodevelopmental regulators have equal N6-methyladenosine stoichiometry in Drosophila neuroblasts and neurons" (2022).

How the data were processed

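RNA was collected from the dissected brain lobes of late (L3) *Drosophila melanogaster* larvae with 3 genotypes. Wildtype (Oregon-R) brains were the source of neuron-biased RNA. Brains in which *insc-Gal4* drove a membrane-targeted, active form of atypical protein kinase C (*aPKC*) in neuroblasts, the neural stem cells of the fly, were the source of neuroblast-biased RNA. Brains without a functional *Mettl3* gene, which encodes the methyltransferase that places N6-methyladenosine (m6A) on mRNA, gave the background of the immunoprecipitation. From each genotype the study sequenced RNA bound by an anti-m6A antibody (meRIP) and RNA that was not immunoprecipitated (input). Each of the 6 combinations of genotype and library kind had 2 libraries, 12 in all. Groups and replicate numbers were taken from the sample labels.

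The values were counts per gene, deposited by the authors in 1 table of 17807 genes and 12 libraries. Per the study's methods, reads were trimmed with Trimmomatic and mapped with STAR to the Ensembl annotation of the BDGP6 assembly, and meRIP reads were counted with featureCounts. The methods also name kallisto for input RNA, but the deposited input counts are whole numbers in the same table as the meRIP counts, so which counter produced them is uncertain. Strandedness, removal of duplicate reads, the Ensembl release and software versions were not stated. Reads of antisense or overlapping genes and of near-identical gene copies can therefore have been assigned to a neighbour or split between copies. Without molecular identifiers, counts are not independent molecules, and a library amplified from few molecules has more counting error than its total implies. No gene was left out by the authors for low counts: 3772 of the 17807 genes had 0 counts in every library. No normalisation had been applied to the deposited counts.

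Library totals ran from 4220420 to 31352131 counts. Gene symbols, coordinates, exon lengths, GC content and annotated 5′ UTRs came from Ensembl release 115 (assembly BDGP6.54), in which 17710 of the 17807 gene identifiers were found. The other 97 identifiers held at most 0.55% of the counts of any library and stayed in the tests. Coordinates are those of BDGP6.54 and are 1-based.

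Differential abundance was tested with limma-voom, the method named by the study, using limma 3.58.1 and edgeR 4.0.16 in R 4.3.3. Low-count genes were removed with edgeR's filterByExpr (minimum count 10), libraries were scaled with trimmed mean of M-values (TMM) factors, and a model with a mean for each group was fitted. The moderated test of limma was two-sided, with Benjamini-Hochberg adjustment within each of the 8 comparisons, and genes with an adjusted p-value under 0.05 are described as called. The 6 input libraries were fitted together for comparisons of input, and the 6 meRIP libraries for comparisons of meRIP, so that the 3 genotypes shared an estimate of the spread. The meRIP to input ratio was tested with interaction contrasts over all 12 libraries. The difference in this ratio between neuroblast-biased and wildtype brains is termed stoichiometry, and the difference between either genotype and *Mettl3* null brains is termed enrichment. A gene was Mettl3-dependent when its meRIP counts were higher in wildtype or in neuroblast-biased brains than in *Mettl3* null brains. The study additionally inspected genes in a genome browser, which was not done here. Uniformly expressed genes were Mettl3-dependent genes whose input fold change between neuroblast-biased and wildtype brains was at most 1.5 either way and not called. Set tests used camera with a preset correlation of 0.01 and fry. All log2 fold changes (log2FC) are given with their standard errors (SE) from the model.

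The comparisons, the groups in each fit, the lists of genes to be named, and all alternatives but 3 were set before the data were examined. The genes named are *Mettl3* and *aPKC*, 5 further genes of the m6A pathway, 6 neuroblast markers (1 of them *aPKC*), 7 neuron markers and 1 glial marker, 6 transcripts shown by the study as m6A examples and its non-target *ase*. To these were added, for each comparison, the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean of at least 10 CPM (normalised counts scaled to library size) and no overlap between the replicates of the groups compared. For interaction contrasts, the overlap was judged on the meRIP value of each library over the mean of the input group. This last rule, and the assignment of comparisons to each list, were set after the data were seen. Fold changes against a group with at most 3 counts in both libraries are given as lower limits computed against 3 counts. Such limits cover counting error only.

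The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, voom with sample quality weights, scaling by library size alone, by upper quartiles or by relative log expression (RLE), no filter, a filter on a mean of 10 counts, a minimum fold change of 2, an adjusted p threshold of 0.1, fits of the compared groups alone, the replicate number as a block, other definitions of the gene sets, and leaving out each library in turn. The 3 alternatives chosen after seeing the data divided the counts of each library by its estimated copies per molecule, with limma-voom or with DESeq2, or left out *lncRNA:cherub*.

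The pipeline was tested on simulated counts drawn from the means, dispersions and library sizes of the real groups, with 200 genes changed in each of 3 simulations per fold change. At a 2-fold change, 9.32% of changed genes were recovered between input libraries, 40% between meRIP libraries and 0.167% in the stoichiometry contrast. At a 4-fold change these shares were 34.9%, 87.5% and 35.3%, and at an 8-fold change 43.5%, 96% and 50.3%. The mean number of unchanged genes called was at most 9.33 among 9322 genes tested. Libraries of each group differed by more than sampling noise (chi-square per gene from 13.4 to 111), so that none was a copy of another. Figures were drawn with matplotlib 3.10.9, and tables were handled with pandas 2.3.3 in Python 3.11.15. Peak positions, read coverage, the study's mRNA decay measurements and gene ontology terms were not analysed here.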

Results

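Immunoprecipitated and input RNA of larval brains was compared between 3 genotypes: wildtype brains (neuron-biased), *insc* > *aPKC* brains (neuroblast-biased) and *Mettl3* null brains, which lack the m6A methyltransferase and measure the background of the antibody. Each group had 2 libraries. Wildtype input libraries held 4220420 and 9134184 counts, neuroblast-biased input libraries 6005731 and 9051076, and *Mettl3* null input libraries 10745957 and 10828815. The meRIP libraries held 19689052 and 16554173 counts in wildtype, 31352131 and 31016692 in neuroblast-biased and 16745268 and 7870449 in *Mettl3* null brains, so that each but the last was deeper than the input libraries of its genotype. Input libraries detected 7891 to 9739 genes and meRIP libraries 10375 to 11851 genes. The non-coding RNA *lncRNA:cherub* (FBgn0262972, 3R from 11247631 to 11256123) had the most counts in each library. It took 7.36% and 8.37% of the neuroblast-biased input counts and 15.46% and 18.36% of the neuroblast-biased meRIP counts, against 1.24% to 2.98% in the other 8 libraries. Replicates were closer in meRIP than in input: the SD of the log2 difference between replicates was 0.37, 0.42 and 0.43 for the wildtype, neuroblast-biased and *Mettl3* null meRIP libraries, and 0.57, 1.59 and 0.87 for the respective input libraries. Genes with 1 to 10 counts numbered 271 to 1151 in input libraries and 1170 to 2833 in meRIP libraries.

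**Figure D1:**
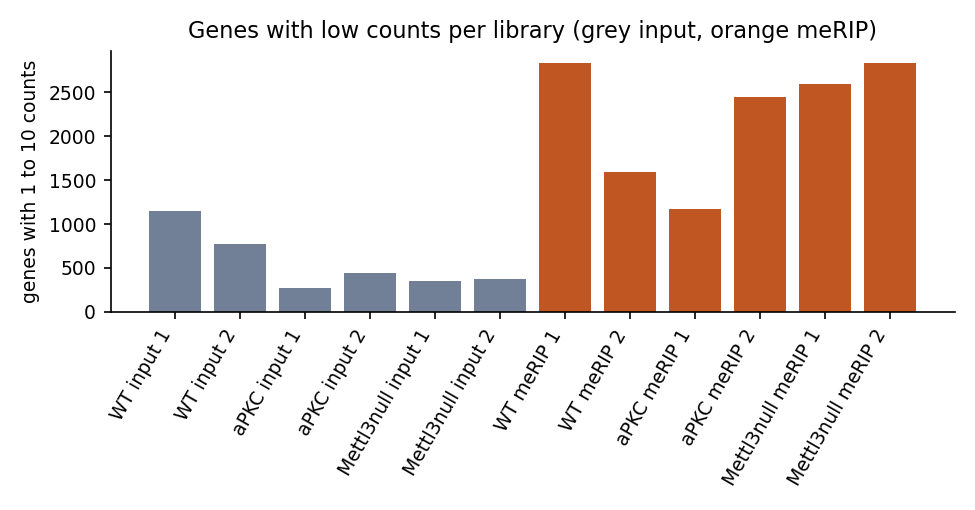
Number of genes with 1 to 10 counts in each of the 12 libraries, with 1 bar per library and no error bars. The 6 input libraries lie between 271 and 1151 genes and the 6 meRIP libraries between 1170 and 2833.

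The genes targeted in the 2 mutant genotypes were examined first. *Mettl3* (FBgn0039139, 3R from 24032157 to 24034257) had 119 and 257 counts in the wildtype input libraries, 102 and 309 in the neuroblast-biased libraries and 121 and 30 in the *Mettl3* null libraries. In input RNA the log2FC of *Mettl3* null relative to wildtype was -2.35 (SE 0.92), a difference that was not called (adjusted p 0.785). In meRIP libraries, *Mettl3* had 211 and 181 counts in wildtype, 483 and 325 in neuroblast-biased and 67 and 34 in *Mettl3* null brains, and wildtype exceeded *Mettl3* null by a log2FC of 1.97 (SE 0.39, adjusted p 0.000343). *Mettl3* itself did not differ between neuroblast-biased and wildtype input (log2FC -0.07, SE 0.55, adjusted p 0.952). *aPKC* (FBgn0261854, 2R from 14944458 to 14962969) reached 424 and 343 CPM (counts scaled by library size and TMM factors) in neuroblast-biased input, against 116 and 130 CPM in wildtype and 181 and 175 CPM in *Mettl3* null input. The log2FC of neuroblast-biased over wildtype input was 1.63 (SE 0.19, adjusted p 5.17e-05). The deposited counts do not separate transcripts of the transgene from those of the endogenous gene.

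To compare the neuroblast-biased and neuron-biased transcriptomes, input libraries were contrasted. Of 9423 genes tested, 498 were higher and 762 lower in neuroblast-biased than in wildtype brains, and 2529 had an unadjusted p under 0.05. DESeq2 moved these numbers most, to 1071 higher and 1474 lower genes. All 6 neuroblast markers were higher in neuroblast-biased brains, with log2FC from 1.34 to 3.63 and adjusted p of at most 0.00361, and 6 were called when adjusted over the list alone. Among them, *aPKC*, is also the gene of the transgene. All 7 neuron markers were lower, with log2FC from -4.09 to -0.70 and adjusted p of at most 0.000347, with 7 called when adjusted over the list alone. Most of these markers came from a published analysis of the same libraries, so that the counts over the lists are not independent evidence. *grh* (FBgn0259211, 2R from 17801132 to 17842820) rose from 58.0 ± 18.4 CPM (SD, n = 2) in wildtype to 739 ± 23.3 CPM (SD, n = 2) in neuroblast-biased input. *mira* (FBgn0021776, 3R from 19931799 to 19935120) rose from 193 ± 17.2 to 811 ± 4.31 CPM (SD, n = 2 each). *Arc1* (FBgn0033926, 2R from 14357927 to 14360297) went from 290 ± 10.5 to 16 ± 6.76 CPM, and *brp* (FBgn0259246, 2R from 9503765 to 9541565) from 722 ± 5.42 to 173 ± 11.7 CPM (SD, n = 2 each). The glial marker *repo* was lower in neuroblast-biased brains (log2FC -1.80, SE 0.39, adjusted p 0.00641). Annotated genes on either strand overlap 59.3% of the exon sequence of *dpn* and 34.2% of that of *elav*, and the values of both are uncertain because the counting was not stated to use strand.

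**Figure D2:**
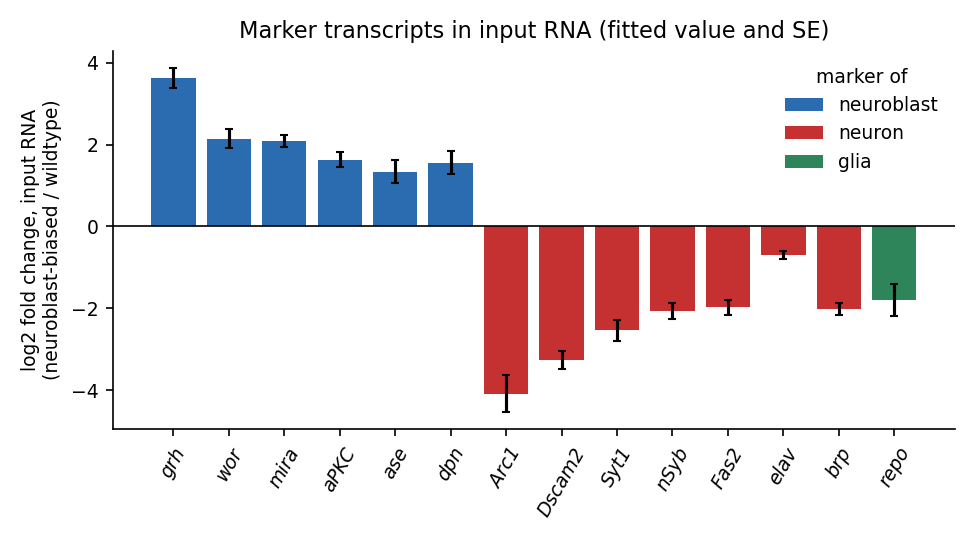
Fitted log2 fold changes of 14 marker transcripts in input RNA, neuroblast-biased over wildtype brains; bars show the fitted value from 2 libraries per group and error bars the SE. The 6 neuroblast markers lie between 1.34 and 3.63, and the 7 neuron markers and the glial marker lie below 0.

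Each of the 6 genes with the largest changes by the naming rule had 0 counts in both input libraries of 1 genotype. *Cyp4p2*, *mthl8* and *CG42566* had 0 counts in both wildtype input libraries and were at least 69.2-fold, 36.9-fold and 35.6-fold higher in neuroblast-biased input. *Sgs3*, *Eig71Ee* and *Sgs5* had 0 counts in both neuroblast-biased input libraries and were at least 231-fold, 91.9-fold and 60.7-fold lower there than in wildtype. All 3 risen genes lost their call in a fit of the compared groups alone, with adjusted p of 0.0543, 0.0928 and 0.082, in each case the highest over 13 alternatives (lowest 1.81e-10, 3.32e-09 and 9.3e-08). *Sgs5* did so as well (0.0642, range 0.00133 to 0.0642), and *Sgs3* lost its call with DESeq2 on counts divided by copies per molecule (0.052). Counts of *mthl8* (FBgn0052475, 3L from 22428 to 26308) were 0 in all 4 wildtype libraries and between 122 and 474 in the other 8.

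To find transcripts whose immunoprecipitation required *Mettl3*, the study compared meRIP counts with those of *Mettl3* null brains. Among 9493 genes tested, 1576 were higher and 580 lower in wildtype than in *Mettl3* null meRIP, and 1955 were higher and 1727 lower in neuroblast-biased than in *Mettl3* null meRIP. Unadjusted p was under 0.05 for 3179 and 4430 genes. With the replicate number as a block, 872 genes were lower in wildtype. The direction of these calls depended on the scaling. With TMM factors, 73.1% of the called genes were higher in wildtype, whereas the share was 23.2% with library size alone and 53.1% with upper-quartile factors. For neuroblast-biased brains the share was 53.1% with TMM and 20.2% with library size alone. Library size alone shifted the median log2FC of all genes by -0.58 and -0.54 in these 2 comparisons, and upper-quartile factors shifted the first by -0.17. Upper-quartile factors shifted the median by 0.10 in the neuroblast-biased against wildtype comparisons of input and of meRIP.

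In all, 2748 genes (28.9% of those tested) were higher than in *Mettl3* null meRIP in at least 1 of the 2 genotypes and are termed Mettl3-dependent: 793 in wildtype brains alone, 783 in both and 1172 in neuroblast-biased brains alone. Being called in 1 genotype and not in the other is not a tested difference. Of the changes in scaling, filter or test, library size alone moved the total most, to 1343 genes. The 2 comparisons share the *Mettl3* null libraries. In 20 simulations of unchanged genotypes against those libraries, at most 1 gene was higher in both, compared with the 783 observed, while the correlation of the log2FC across genes averaged 0.52 in the simulations and was 0.33 in the data. Genes higher in both genotypes had a median input log2FC near 0 relative to *Mettl3* null (0.07 in wildtype and 0.03 in neuroblast-biased brains) and median meRIP log2FC of 1.55 and 1.41. Genes called in neuroblast-biased brains alone had a median log2FC over *Mettl3* null of 1 in input (1131 genes) and 1 in meRIP, compared with a median input log2FC of -0.03 for all genes.

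The largest rises of wildtype over *Mettl3* null meRIP were those of *Sgs1* (log2FC 5.77, SE 0.68), *lncRNA:CR45758* (5.56, SE 0.37) and *Hsp70Ba* (5.41, SE 0.50). The largest falls were those of *mthl8*, at least 76.8-fold lower in wildtype, *Hsp70Bc* (log2FC -3.77, SE 0.44) and *GstE1* (-3.72, SE 0.73). *Hsp70Ba* and *Hsp70Bc* are near-identical copies whose reads the counting could divide between them, and their values are uncertain. In neuroblast-biased over *Mettl3* null meRIP the largest rises were those of *Cpr64Ac*, at least 537-fold higher, *w* (log2FC 8.79, SE 0.88) and *fest* (7.89, SE 1.29), and the largest falls those of *Sgs3* (-7.53, SE 1.46), *Eig71Ee* (-4.81, SE 1.33) and *CG43085* (-4.43, SE 0.47).

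Because meRIP counts also follow the amount of mRNA, the meRIP to input ratio was compared between genotypes in the enrichment contrasts. Of 9918 genes tested, 518 had a higher ratio and 41 a lower ratio in wildtype than in *Mettl3* null brains, and 442 had a higher and 24 a lower ratio in neuroblast-biased than in *Mettl3* null brains. Unadjusted p was under 0.05 for 1693 and 1835 genes. The share of higher among called genes was 92.7% for wildtype and 94.8% for neuroblast-biased brains with TMM, and 53.4% and 73.1% with library size alone, which shifted the median log2FC of all genes by -0.51 and -0.45. Upper-quartile factors shifted both medians by -0.12. Over the alternatives, the number of higher ratios ran from 273 (library size alone) to 904 (a fit of the compared groups alone) in the wildtype contrast, and from 154 (a fit of the compared groups alone) to 750 (DESeq2) in the neuroblast-biased contrast. Higher ratios were called in both genotypes for 335 genes, compared with 0 in each of 10 simulations of unchanged genotypes against the shared *Mettl3* null libraries. The correlation of the 2 enrichment contrasts across genes was 0.61 in the data and averaged 0.51 in those simulations. Of the 625 genes called higher in either contrast, 605 were among the 2748 Mettl3-dependent genes. Only 4 of the 1172 genes called in neuroblast-biased meRIP alone had a higher ratio by either contrast, compared with 236 of the 793 called in wildtype alone and 365 of the 783 called in both. The largest rises in the ratio of wildtype over *Mettl3* null brains were those of *CG43845* (log2FC 6.27, SE 1.33), *lncRNA:CR45758* (6.24, SE 0.98) and *T48* (4.82, SE 1.16), and the largest falls those of *mRpL52* (-5.62, SE 1.56), *XRCC1* (-2.19, SE 0.48) and a gene absent from the annotation, FBgn0036660 (-1.87, SE 0.52). For *mRpL52* this rested on 31 and 0 counts in the *Mettl3* null input libraries, and the call was lost in 9 of 14 alternatives. The call of FBgn0036660 was lost in 4 of 14, and that of *T48* with edgeR (adjusted p 0.0672). In the neuroblast-biased contrast *CG43850*, *dpr20* and *CG43845* rose most, each with 0 counts in both neuroblast-biased input libraries, so no size is given for them. Their calls were lost in 1, 1 and 3 alternatives. In addition, 28.7% of the exon sequence of *CG43850* is shared with another gene on the same strand. *mt:ND5* (-2.35, SE 0.61), FBgn0036660 (-1.87, SE 0.48) and *CG17508* (-1.82, SE 0.46) fell most there, and their calls were lost in 4, 5 and 4 alternatives.

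Transcripts that the study showed as m6A examples were examined next. In *Mettl3* null brains the meRIP to input ratio of their mean CPM gives the background. *mnb* (FBgn0259168, X from 17862697 to 17887222) had 2960 ± 532 CPM in wildtype meRIP and 365 ± 41.7 CPM in wildtype input (SD, n = 2 each), a ratio of 8.12. The ratio was 7.47 in neuroblast-biased and 1.5 in *Mettl3* null brains. Enrichment over *Mettl3* null had a log2FC of 2.44 (SE 0.33, adjusted p 0.00122) in wildtype and 2.27 (SE 0.33, adjusted p 0.0027) in neuroblast-biased brains. *fra* (FBgn0011592, 2R from 12529053 to 12564184) had ratios of 3.68, 3.41 and 1.22, and *otk* (FBgn0004839, 2R from 12001473 to 12019846) of 3.23, 3.42 and 0.901, in wildtype, neuroblast-biased and *Mettl3* null brains. *Sp1* (FBgn0020378, X from 9729648 to 9756369) had a ratio of 3.22 in wildtype, 6.67 in neuroblast-biased and 1.08 in *Mettl3* null brains, and *run* (FBgn0003300, X from 20690670 to 20697321) of 1.27, 2.67 and 1.05. *CycD* (FBgn0010315, X from 15906822 to 15909676) had ratios of 1.11, 2.73 and 0.538. Of these 6 genes, 5 were called higher in wildtype than in *Mettl3* null meRIP and 6 in neuroblast-biased than in *Mettl3* null meRIP, with the same counts when adjusted over the list alone. By enrichment, 4 were called in wildtype, and 5 in neuroblast-biased brains (4 and 6 when adjusted over the list alone). The calls of *CycD* were lost in 3 alternatives each in wildtype meRIP (adjusted p from 0.0618 to 0.458) and in neuroblast-biased enrichment (0.0607 to 0.0731). With library size alone, *Sp1* lost its call in wildtype enrichment (0.106) and *fra* in neuroblast-biased meRIP (0.233). The study chose these genes on the same libraries, so that the counts over the list are not independent evidence. The gene not called in wildtype meRIP was *run*, with 56.1 and 39.2 CPM in wildtype and 51.4 and 53.1 CPM in *Mettl3* null meRIP (log2FC -0.07, SE 0.23, adjusted p 0.861). In neuroblast-biased meRIP *run* exceeded *Mettl3* null by a log2FC of 1.48 (SE 0.22, adjusted p 6.5e-06), and its enrichment there had an adjusted p of 0.0579 (log2FC 1.35, SE 0.39), with a range of 0.0477 to 0.204 over the 14 alternatives. *ase* (FBgn0000137, X from 460747 to 463176), a non-target in the study, was higher in neuroblast-biased than in *Mettl3* null meRIP (log2FC 1.76, SE 0.22, adjusted p 5.03e-07), but its enrichment was not called (log2FC 0.72, SE 0.32, adjusted p 0.239). Among 5 further genes of the m6A pathway, *fl(2)d* and *Ythdc1* were called higher in each of the 4 comparisons with *Mettl3* null (log2FC from 1.48 to 2.35), and *Mettl14*, *vir* and *Ythdf* in none (unadjusted p from 0.0546 to 0.826). Adjusted over the list alone, the same 2 were called in each comparison. The neuroblast-biased enrichment of *Ythdc1* was not called with sample quality weights (adjusted p 0.0775) or in a fit of the compared groups alone (0.0667).

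**Figure D3:**
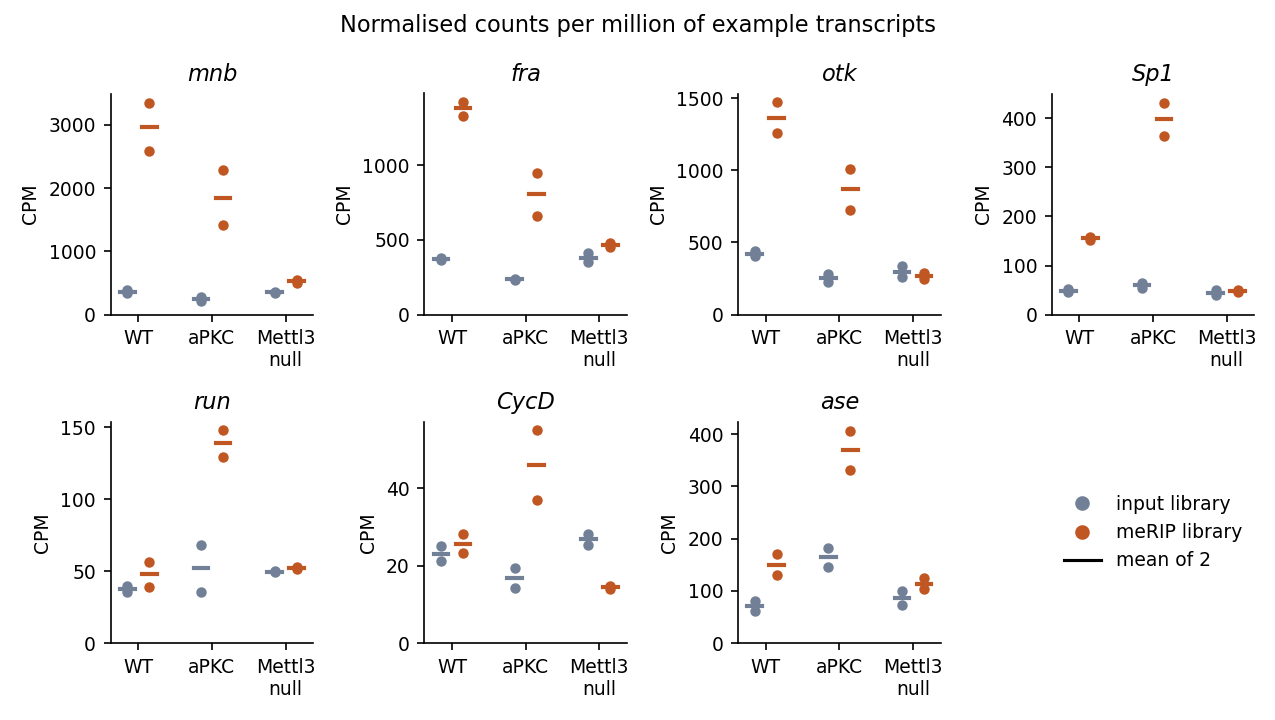
Normalised CPM of 7 transcripts in input (grey) and meRIP (orange) libraries of wildtype, neuroblast-biased (aPKC) and Mettl3 null brains; points are libraries and lines the means of 2. For *mnb*, *fra* and *otk* meRIP exceeds input in wildtype and neuroblast-biased brains, and for *run* both wildtype meRIP libraries lie near those of Mettl3 null brains.

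Neuroblast-biased and wildtype meRIP libraries were then compared directly. Of 9493 genes, 1872 were higher and 2256 lower in neuroblast-biased brains, and 4859 had an unadjusted p under 0.05. Requiring a 2-fold change moved these numbers most, to 1072 and 1735. *Cpr64Ac* and *mthl8* were at least 732-fold and 74.0-fold higher in neuroblast-biased meRIP, and *Cpr76Bc* rose by a log2FC of 7.29 (SE 1.20). *Sgs3* (log2FC -12.17, SE 1.45), *Eig71Ee* (-9.35, SE 1.27) and *Sgs1* (-8.09, SE 0.90) fell most. Across 2659 Mettl3-dependent genes tested in both kinds of library, the meRIP and input log2FC had a Pearson r of 0.82 and a Spearman rho of 0.85, and the least-squares slope of meRIP on input was 0.68. Genes are not independent replicates and no p-value is attached to these correlations. The r was 0.664 without the neuroblast-biased input library 2 and at least 0.779 without any of the other 11. The largest r was 0.934, with DESeq2 on counts divided by copies per molecule. Both changes had the same direction for 2337 genes (87.9%), and of 699 genes called in both, 698 changed the same way. The other 6284 genes had an r of 0.55 and a slope of 0.35. The set was partly chosen on the change correlated here. In neuroblast-biased input its median log2FC over *Mettl3* null was -1.48 for genes called in wildtype alone and 1 for those called in neuroblast-biased brains alone. In genes called in both genotypes r was 0.67 and rho 0.711, and in those of the enrichment contrasts r was 0.708 and rho 0.852. The difference from the other genes is therefore not a measure of methylation.

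**Figure D4:**
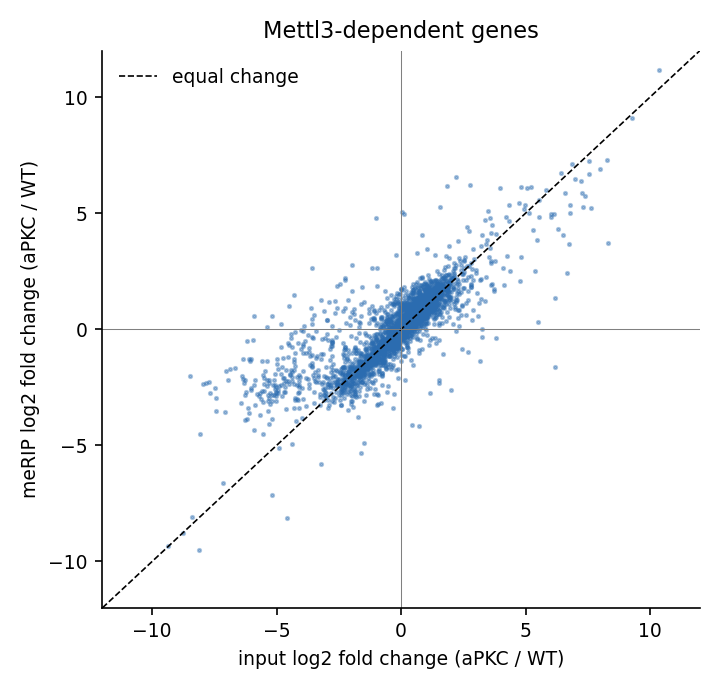
Log2 fold change of meRIP counts against that of input counts, neuroblast-biased over wildtype brains, with 1 point per Mettl3-dependent gene tested in both (2659 genes); the dashed line marks equal change. Most points lie where both changes have the same direction (2337 genes), and the spread is wider in input than in meRIP.

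Whether m6A stoichiometry differed between neuroblast-biased and neuron-biased brains was tested with the interaction contrast over all 12 libraries. Among 9918 genes tested, 0 were called in either direction, and 674 (6.80%) had an unadjusted p under 0.05. The smallest adjusted p was 0.266. DESeq2 gave the largest number of calls, 29 higher and 11 lower. Relative log expression factors shifted the median of all genes, 0.20, by -0.16. The Mettl3-dependent genes in this fit (2735) had a median log2FC of 0.14 (interquartile range -0.23 to 0.57), and the other 7183 genes 0.24. With genes at 3 counts or fewer in a group set to their bound, the median of the set was 0.13. The difference of -0.10 was smaller than its SD between replicates of 0.15, and it reversed to 0.0523 without neuroblast-biased meRIP library 1. It was -0.18 for genes called in both genotypes and -0.205 for genes of the enrichment contrasts. When p-values were adjusted over the Mettl3-dependent genes, a set that was itself chosen on these libraries, 0 were called with limma-voom (smallest 0.0733). Of the alternatives for this set, DESeq2 called the most, 17 higher and 14 lower, edgeR 4 and 1, and upper-quartile factors 0. With limma-voom, unadjusted p was under 0.05 for 176 of the Mettl3-dependent genes, 132 higher and 44 lower in neuroblast-biased brains. The precision of the contrast was low. The median SE of the log2FC was 0.50 in the set, the 95% confidence interval lay within a 2-fold change for 633 genes (23.1%) and within a 4-fold change for 1738 (63.5%), and simulated 2-fold differences were recovered for 0.167% of changed genes. For most genes a 2-fold difference was not detectable with these libraries. *Sp1* had a stoichiometry log2FC of 1.06 (SE 0.32) and *run* of 1.10 (SE 0.42), each with an adjusted p of 0.692. Their meRIP counts were higher in neuroblast-biased than in wildtype brains by a log2FC of 1.35 (SE 0.21, adjusted p 8.52e-06) and 1.55 (SE 0.22, adjusted p 2.2e-06), whereas the input changes of 0.33 (SE 0.32) and 0.48 (SE 0.39) were not called. *CycD* had the largest change of the 6 examples, a ratio 2.38-fold higher in neuroblast-biased brains by the fit (SE of the log2FC 0.52, unadjusted p 0.03 from limma-voom, adjusted p 0.692). The fitted ratio was more than 2-fold higher for 3 of the 6 examples. Adjusted over the list of 6 examples alone, 1 was called, *Sp1* (adjusted p 0.028). Its unadjusted p from limma-voom was 0.00466, and that of *run* was 0.0199. The study showed *Sp1* and *run* because their m6A appeared higher in neuroblast-biased brains, so that the call of *Sp1* is not independent of that choice. For both genes the study reported that RT-qPCR of meRIP and input RNA ruled out differential m6A between these brains. Those measurements are not part of the data used here. *mnb* (-0.17, SE 0.33), *fra* (-0.14, SE 0.26) and *otk* (0.08, SE 0.28) differed by less than their SE, and *otk* changed sign with DESeq2 and with RLE factors. For *aPKC* the ratio was 2.29 in wildtype, 1.07 in neuroblast-biased and 1.11 in *Mettl3* null brains, with a log2FC of -1.08 (SE 0.30, unadjusted p 0.0027 from limma-voom, adjusted p 0.692, with a range of 0.04 to 0.966 over 14 alternatives).

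The same question was asked in uniformly expressed genes. There were 775 Mettl3-dependent genes with an input fold change of at most 1.5 that was not called. In meRIP libraries 202 of them were higher and 98 lower in neuroblast-biased than in wildtype brains, with a median absolute log2FC of 0.92 among these 300, and 118 changed at least 2-fold. By the stoichiometry contrast 0 were called with limma-voom, and 48 (6.19%) had an unadjusted p under 0.05. DESeq2 called 3 uniformly expressed genes, and edgeR 0. Limiting the set to genes of the enrichment contrasts moved the number of genes most, to 225, of which 16 were higher and 38 lower in meRIP. With the replicate number as a block the set itself grew to 984 uniformly expressed genes, of which 317 were higher and 187 lower in meRIP. The median SE of the 300 genes was 0.40 for the input and 0.24 for the meRIP log2FC, and the median absolute input log2FC was 0.31.

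To ask whether loss of m6A changes mRNA abundance, *Mettl3* null and wildtype input libraries were compared. Of 9423 genes, 11 were higher and 13 lower in *Mettl3* null brains, and 595 had an unadjusted p under 0.05. DESeq2 gave 75 and 68 genes and edgeR 2 and 2. Among the 24 genes, 14 (58.3%) were protein-coding, compared with 92.1% of the genes tested (two-sided Fisher's exact test p 6.49e-06). The test treats genes as independent. The other calls include related RNAs, such as *mt:lrRNA* and *mt:srRNA*, so that the p-value of the test can overstate the difference. The rRNA pseudogene *28SrRNA-Psi:CR45851* (FBgn0267511) rose from 50.9 ± 3.28 to 1500 ± 43.9 CPM (SD, n = 2 each; log2FC 4.88, SE 0.24, adjusted p 1.01e-07), and *snRNA:U2:34ABa* (FBgn0004191, 2L from 13211925 to 13212116) went from 2030 ± 387 to 156 ± 11.8 CPM (log2FC -3.78, SE 0.22, adjusted p 5.22e-07). Both belong to families of near-identical copies and are uncertain. *Gs2* (log2FC 1.28, SE 0.16) and *HIP* (1.36, SE 0.26) were the other genes with the largest rise, and *5SrRNA-Psi:CR33363* (-5.52, SE 0.99) and *Muc96D* (-2.31, SE 0.42) the others with the largest fall. With edgeR, *Gs2*, *HIP*, *5SrRNA-Psi:CR33363* and *Muc96D* were not called, with adjusted p of 0.181, 0.183, 0.543 and 1, the highest over the alternatives of each (lowest 2.14e-19, 3.77e-10, 4.98e-20 and 1.13e-10). *5SrRNA-Psi:CR33363* (adjusted p 0.0874) and *Muc96D* (0.787) were not called with DESeq2 either. With DESeq2 on counts divided by copies per molecule, *5SrRNA-Psi:CR33363* was again not called (0.086). *HIP* shares near-identical sequence with *HIP-R*, which was lower (log2FC -2.10, SE 0.39).

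The 2659 Mettl3-dependent genes had a median input log2FC of -0.06 in *Mettl3* null relative to wildtype brains, and the other 6764 genes -0.04. The difference of -0.0153 was not significant by camera (p 0.431) or fry (p 0.313). It changed sign without wildtype library 1 (0.00629), *Mettl3* null library 1 (0.0155) or *Mettl3* null library 2 (0.00211). With the set limited to genes called in both genotypes the difference was -0.0283 (camera p 0.0358), and with the set from the enrichment contrasts, which use the same input libraries that the test compares, it was 0.151 (camera p 0.000238). Within the set 11 genes were called in input, and all 11 were lower in *Mettl3* null brains. The sets were defined by meRIP counts above those of *Mettl3* null brains, and meRIP counts follow the amount of mRNA. Genes lower in *Mettl3* null input therefore enter them more readily, and the direction of these 11 genes and of the difference of -0.0283 is not independent of that choice.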

Values the study reported

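The study reported 867 m6A targets in the larval brain. It described 135 genes with about equal input expression in neuroblast-biased and neuron-biased brains, none of which it found to have elevated m6A in either genotype.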

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

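The tests of zero counts in the input libraries, and the tests of whether the trend with GC content and exon length was the whole cause, were chosen only after the results were seen. The tests of a shift in scaling against the calls were also chosen after the values of the other scalings were seen.

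Genes whose meRIP to input ratio differed between wildtype and *Mettl3* null brains stood out because the interaction contrast tests a difference between genotypes directly. Of these, 518 had a higher ratio in wildtype. Scaling between meRIP and input libraries as the whole cause was argued against: 232 calls were kept after all changes were moved against them by 0.51, the largest shift that any scaling gave in this contrast. For the other 286 calls scaling cannot be told apart from other explanations, because they were lost after that shift. With the scalings that lower this contrast, 272 calls were kept (library size alone) and 446 (upper-quartile factors). Centring on the median of all genes, -0.18, and RLE factors, which moved the median by 0.09, favour these calls and decide nothing. Zero counts in wildtype input libraries were argued against too, since 1 called gene had at most 3 counts in both of them (0.193%, compared with 4.63% of genes tested). GC content and exon length stay open for a part: after removal of the trend, 211 of 516 calls were kept, and 226 genes were called in all. The called genes were longer, with a median exon length of 5235 bases against 2087.5 among tested genes. For the 211 kept genes the trend is not the whole cause. Loss of methylation in *Mettl3* null brains, the difference the design names, stays a candidate explanation for all 518 and was not separated from length, since long transcripts may also carry more methylated sites.

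Also in wildtype, 41 genes had a lower ratio than in *Mettl3* null brains. Scaling as the whole cause was argued against, with 21 calls kept after a shift of 0.51 against them, 27 relative to the median and 32 with RLE factors. It cannot be told apart from other explanations for the 20 calls that the shift removed. Library size alone and upper-quartile factors favour lower ratios and decide nothing. Zero counts in *Mettl3* null input libraries cannot be told apart from other explanations: 17 of the 41 genes (41.5%) had at most 3 counts in both, against 7.36% of tested genes, which is many but not most. GC content and length cannot be told apart from other explanations either: 16 of 40 calls were kept after removal of the trend, but the lower ratios called then numbered 135, so that the removal added more calls than it took away. For the 16 kept genes the trend is not the whole cause. A lower ratio in wildtype than in the methylation null is not what loss of methylation in *Mettl3* null brains would give, and no biological explanation was tested.

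In neuroblast-biased brains, 442 genes had a higher ratio than in *Mettl3* null brains. Scaling as the whole cause was argued against, with 118 calls kept after a shift of 0.45 against them, the largest of any scaling here. Each of the other scalings lowers this contrast too: 393 calls were kept relative to the median, 382 with RLE factors, 364 with upper-quartile factors and 201 with library size alone. For the 324 calls that the shift removed, scaling cannot be told apart from other explanations. Near-zero counts in both neuroblast-biased input libraries were argued against as a main source, with 25 called genes at no more than 3 counts in both (5.66%, compared with 9.95% of tested genes). Called genes with 0 counts in a single library were not counted, so that this source stays open. Among genes with 2 to 10 CPM in meRIP and outside the Mettl3-dependent set, 22.2% had 0 counts in input library 1 and 2.38% in library 2. After removal of the trend with GC content and exon length 123 of 441 calls were kept (124 called in all), so that trend may account for much of the list, but not for the 123. The median exon length of the called genes was 5106 bases. Of the 442 genes, 335 were also called in wildtype. Loss of methylation stays open as the difference that the design names.

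Finally, 24 genes had a lower ratio in neuroblast-biased than in *Mettl3* null brains. Scaling as the whole cause was argued against, with 15 calls kept after a shift of 0.45 against them, and cannot be told apart from other explanations for the 9 calls lost. The median and the other factors each favour lower ratios in this contrast and decide nothing. Zero counts are the candidate source with most in its favour: 13 of the 24 (54.2%) had no more than 3 counts in both *Mettl3* null input libraries, compared with 7.36% of tested genes, and low input in the null inflates its ratio. GC content and length cannot be told apart from this, with 11 of 22 calls kept and 76 lower ratios called in all after its removal, although for those 11 the trend is not the whole cause. There were 10 genes with less enrichment in both genotypes, and 0 in each of 10 simulations with shared *Mettl3* null libraries. The simulations drew every genotype from the means of the *Mettl3* null libraries. A gene absent from *Mettl3* null input was thus absent from all simulated input, so that the simulations decide nothing about zero counts as a shared source. No biological explanation was tested.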

How the results depend on the processing

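Of 1764 values of named genes under the alternatives, 1672 kept their direction and their side of the threshold, 60 were no longer called, 17 became called and 15 reversed. All 14 marker genes stayed called with the same direction in each of the 13 alternatives computed for single genes of the input comparison, to which no minimum fold change was applied. In the fits that left out each of the 12 libraries in turn, no test was made because 1 library was left in a group. Where no cause is named below, the cause was not tested.

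The choice of test moved the number of calls in input and in the ratio contrasts. DESeq2 called 1071 genes higher and 1474 lower between neuroblast-biased and wildtype input, 75 and 68 between *Mettl3* null and wildtype input, and 29 and 11 for stoichiometry. With DESeq2 118 genes had less enrichment in wildtype, and 750 had more and 120 less in neuroblast-biased brains. In edgeR, *Mettl3* null and wildtype input differed for 2 higher and 2 lower genes, stoichiometry for 2 higher genes, and 26 genes had less enrichment in wildtype. Sample quality weights gave 38 higher and 39 lower genes in *Mettl3* null input, and reduced neuroblast-biased enrichment to 177 genes with more and 1 with less. Fits of the compared groups alone gave 19 and 24 genes in *Mettl3* null input, 904 with more enrichment in wildtype, and 154 with more and 1 with less in neuroblast-biased brains. Those fits estimate the spread from fewer libraries.

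Scaling moved the comparisons with *Mettl3* null meRIP. With library size alone, 896 genes were higher and 2962 lower in wildtype meRIP, and 800 were higher and 3167 lower in neuroblast-biased meRIP. The Mettl3-dependent genes numbered 1343. Enrichment was then higher for 273 and lower for 238 genes in wildtype, and higher for 201 and lower for 74 in neuroblast-biased brains. Upper-quartile factors gave 1188 genes lower in wildtype meRIP and 65 with less enrichment in wildtype. *Mettl3* null input had 18 higher genes with library size alone and 18 with RLE factors. Among named genes, library size alone reversed the log2FC of *Mettl14* (enrichment in neuroblast-biased brains, -0.01), *vir* (neuroblast-biased over *Mettl3* null meRIP, -0.37), *Ythdf* (wildtype over *Mettl3* null meRIP, -0.26), *run* (enrichment in wildtype, -0.27) and *ase* (wildtype over *Mettl3* null meRIP, -0.14). Each moved by about as much as the median of all genes under this scaling. Upper-quartile factors reversed *Mettl3* in neuroblast-biased against wildtype input to 0.04, and counts divided by copies per molecule reversed it to 0.20.

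Without a filter, 20 genes were lower in *Mettl3* null input, 10 had higher stoichiometry, and 75 had less enrichment in wildtype and 89 in neuroblast-biased brains. A mean of at least 10 counts gave 19 higher and 25 lower genes in *Mettl3* null input. With a minimum fold change of 2, 289 genes were higher in neuroblast-biased than in wildtype input, 5 higher and 6 lower in *Mettl3* null input, 206 lower in wildtype than in *Mettl3* null meRIP, 1181 higher in neuroblast-biased than in *Mettl3* null meRIP, and 1072 higher in neuroblast-biased than in wildtype meRIP. With a threshold of 0.1, 18 genes were higher and 22 lower in *Mettl3* null input, 921 were lower in wildtype than in *Mettl3* null meRIP, and 105 had less enrichment in wildtype, with 691 more and 85 less enriched in neuroblast-biased brains. A stricter or looser threshold gives fewer or more calls by construction.

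The 3 alternatives chosen after seeing the data moved the following counts. Dividing counts by copies per molecule gave 1051 genes higher in neuroblast-biased than in wildtype input, 72 higher and 78 lower in *Mettl3* null input, 15 with less enrichment in neuroblast-biased brains and 1 with lower stoichiometry. On the same divided counts DESeq2 gave 4 genes with lower stoichiometry and 859 with more enrichment in wildtype. Leaving out *lncRNA:cherub* gave 912 genes lower in wildtype than in *Mettl3* null meRIP.

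Stoichiometry was called in the Mettl3-dependent genes, adjusted over that set, in 0 genes, with 176 at an unadjusted p under 0.05. edgeR called 4 higher and 1 lower, DESeq2 17 and 14, and the fit with no filter 12 and 7. Lower stoichiometry was called for 1 gene with sample quality weights, 3 with library size alone, 4 with RLE factors, 2 with a mean of 10 counts, 4 with divided counts, 3 with DESeq2 on divided counts, 2 with a fold change of at least 2, where the set was smaller, and 2 at a threshold of 0.1. *otk* stoichiometry reversed to -0.08 with DESeq2, -0.08 with RLE factors and -0.02 with DESeq2 on divided counts. *ase* stoichiometry reversed to -0.07 with DESeq2, -0.12 with RLE factors, 0 (rounded) with no filter, -0.10 with DESeq2 on divided counts and -0.01 without *lncRNA:cherub*. Both genes changed by less than their SE in the fit as reported.

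Other definitions changed the size of the sets by construction. Genes called in both genotypes numbered 783 and those of the enrichment contrasts 625. The uniformly expressed genes numbered 360 with library size alone, 460 with a fold change of at least 2, 417 for genes called in both genotypes, 225 for the enrichment contrasts and 463 under the stricter limit on the input fold change. In meRIP, the uniformly expressed genes higher and lower in neuroblast-biased brains were 68 and 63 with library size alone, 39 and 29 with a fold change of at least 2, 39 and 43 for genes called in both genotypes, 16 and 38 for the enrichment contrasts, 103 and 55 under the stricter limit on the input fold change, and 380 and 181 under the looser limit of 2. The higher genes were 117 with no filter, 113 with divided counts, 92 with DESeq2 on divided counts and 305 at a threshold of 0.1. DESeq2 called stoichiometry for 3 of the uniformly expressed genes, and each of the fits on divided counts for 1.

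The Pearson r of meRIP and input changes was 0.929 with divided counts, 0.934 with DESeq2 on divided counts, 0.67 in genes called in both genotypes and 0.708 in those of the enrichment contrasts. Spearman rho was 0.928, 0.939 and 0.711 in the first 3 of these. Across the 12 fits without a library r ran from 0.664 to 0.818 and rho from 0.743 to 0.855, both lowest without neuroblast-biased input library 2, which leaves the library with the most copies per molecule by the rare-gene estimate. The median stoichiometry of Mettl3-dependent genes relative to other genes was -0.18 for genes called in both genotypes and -0.205 for those of the enrichment contrasts. Without 1 library it ran from -0.187 (without neuroblast-biased meRIP library 2) to 0.0523 (without neuroblast-biased meRIP library 1), so that its direction rested on the latter library.

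The difference between Mettl3-dependent and other genes in *Mettl3* null input reversed to 0.0342 with no filter (camera p 0.636). It was -0.0283 (p 0.0358) with genes called in both genotypes and 0.151 (p 0.000238) with genes of the enrichment contrasts. The sets chosen on meRIP counts favour genes that are lower in *Mettl3* null input, since meRIP counts follow mRNA amount. The last value is coupled by construction in the other direction: low counts in the wildtype input libraries, or high counts in the *Mettl3* null ones, raise both the enrichment and the input change tested. Without 1 library the difference ran from -0.0153 to 0.0155, with 0.00629 without wildtype input library 1, -0.00406 without wildtype input library 2, 0.0155 without *Mettl3* null input library 1 and 0.00211 without *Mettl3* null input library 2. Its direction is not stable.

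The replicate numbers of the labels were also fitted as a block. The study states that RNA of each genotype was divided between input and meRIP, but the labels do not say whether a shared number marks the same RNA. The replicate differences of input and meRIP libraries with the same genotype had correlations of -0.04, 0.06 and 0.10, and those between input libraries of 0 to 0.03. For that reason input and meRIP libraries were not treated as paired, although a shared source of RNA was not excluded. Between meRIP libraries of different genotypes the correlations were 0.15 to 0.26, and an effect shared by meRIP libraries with the same number was not excluded. With the replicate block, 872 genes were lower in wildtype than in *Mettl3* null meRIP, and 42 had less enrichment in neuroblast-biased brains. Lower stoichiometry was then called for 2 Mettl3-dependent genes. Of 984 uniformly expressed genes under the block, 317 were higher and 187 lower in meRIP. *HIP* (adjusted p 0.0506) and *Muc96D* (0.108) were not called with the block. With genotype and replicate number together as the block, 610 genes had more enrichment in wildtype and 577 in neuroblast-biased brains.

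Changes in input were recovered less often than changes in meRIP. In simulations 34.9% of 4-fold changes in input were recovered, compared with 87.5% in meRIP, and the stoichiometry contrast recovered 35.3%.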

Other observations

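The tests of the *aPKC* ratio and of zero counts among DESeq2 calls were chosen only after the results were seen.

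The number of Mettl3-dependent genes here was 2748. That is higher than the number of m6A targets quoted from the study above. The uniformly expressed genes here numbered 775. That is higher than the number quoted from the study above. The count test named in the study's methods compared wildtype with *Mettl3* null brains, a comparison that gave 1576 higher genes here. A further 1172 of the 2748 were called in neuroblast-biased brains alone. The study called peaks and left out those not enriched over *Mettl3* null meRIP when it identified targets, whereas counts over whole genes were used here. It also inspected candidates without significant counts in a genome browser, which was not done here. Which of these made the numbers differ was not tested.

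Input libraries had few genes with low counts. Between 271 and 1151 genes had 1 to 10 counts in an input library, against 1170 to 2833 in a meRIP library. Lower depth was argued against as the cause: meRIP libraries thinned to the totals of input libraries kept at least 2.53 times more such genes than the input library itself, up to 8.12 times. This was tested for 5 of the 6 libraries, since the meRIP library 2 of *Mettl3* null brains is shallower than its input library. Few molecules amplified many times is a candidate explanation. Copies per molecule were estimated from the counts of rare genes and, separately, from the share of zeros among genes outside the Mettl3-dependent set with 2 to 10 CPM in the meRIP libraries of the genotype, and both estimates lay within 3-fold of each other in 6 of 6 input libraries. From rare genes they were 7 and 11 in wildtype, 44 and 16 in neuroblast-biased and 19 and 27 in *Mettl3* null input, and from zeros 4.04, 6.69, 18.5, 9.03, 15.3 and 25.1. In meRIP libraries the rare-gene estimate was 2 to 9. Neuroblast-biased input library 1, with the most copies by the rare-gene estimate, belongs to the pair with the widest spread between replicates (SD 1.59 on the log2 scale). A total of counts would then overstate the precision of input values.

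DESeq2 called 40 genes for stoichiometry where limma-voom called 0 (674 at an unadjusted p under 0.05). Zero counts in neuroblast-biased input libraries are a candidate explanation for the 29 higher calls: 22 of them (75.9%) had 0 counts in both libraries, which holds for 9.07% of tested genes. For the 11 lower calls the same count (0 genes) decides nothing, because zero counts in neuroblast-biased input raise the ratio there and cannot give a lower call. What produced the 11 lower calls was not tested. Division by copies per molecule removed calls of both directions (0 higher and 4 lower were kept), so that it does not separate zero counts from other sources.

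Changes in meRIP were smaller than changes in input across Mettl3-dependent genes, with a slope of 0.71 on the log2 CPM of the libraries. Noise in the input change, which flattens a slope, is a candidate explanation. With the input change of 1 replicate pair as instrument for the other, the mean slope was 0.96 (1.03 and 0.89 for the 2 assignments). In the 604 genes of the enrichment contrasts it was 0.77, and for those genes a remaining difference in slope was not explained.

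*aPKC* had a lower meRIP to input ratio in neuroblast-biased (1.07) than in wildtype brains (2.29), close to that of *Mettl3* null brains (1.11). Noise between replicates cannot be told apart from other explanations, because the change was not called by limma-voom (adjusted p 0.692, with a range over alternatives of 0.04 to 0.966), and combinations of the same libraries that gave the ratio cannot decide. A hypothesis is that transcripts of the transgene, which can lack the untranslated regions of the endogenous gene, are less often methylated. *aPKC* lay at percentile 0.599 among 501 Mettl3-dependent genes of similar expression. Whether the transgene is the reason cannot be told apart from other explanations, because the gene was chosen for its ratio and the counts do not separate the 2 kinds of transcript.

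Genes called higher than in *Mettl3* null meRIP in neuroblast-biased brains alone may reflect higher mRNA abundance in neuroblast-biased brains. Their median input log2FC over *Mettl3* null was 1, as large as their median meRIP log2FC of 1, and 91.3% of 1131 were higher in input. Higher abundance in neuroblast-biased brains was thus enough to give the median rise in meRIP. A comparison of meRIP counts with *Mettl3* null alone does not separate methylation from abundance in these brains, and only 4 of the 1172 genes had a higher meRIP to input ratio by an enrichment contrast. Those 4 were not examined further.

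Of the 300 uniformly expressed genes called in meRIP between neuroblast-biased and wildtype brains, 245 (81.7%) had an input change in the same direction, compared with 68% of the 475 that were not called. Abundance differences below what the input test detects are a candidate explanation, since the median SE was 0.40 in input and 0.24 in meRIP. The word uniform here covers genes whose input change was not detectable.

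Wildtype brains held transcripts of salivary glue proteins (*Sgs* genes) that had 0 counts in neuroblast-biased input. All but *Sgs4* were also near absent from neuroblast-biased meRIP. Salivary gland RNA in the dissected wildtype brains is a candidate source. The pattern was seen in *Sgs1*, *Sgs3* and *Sgs5*, and 3 of 4 glue genes held out from it were also higher in both wildtype than in both neuroblast-biased libraries of each kind. *Sgs4* had 68 and 181 counts in wildtype input and 0 in neuroblast-biased input, while *Sgs5bis* had 5 and 0 in wildtype input. In meRIP *Sgs4* had 775 and 656 counts in wildtype and 59 and 51 in neuroblast-biased libraries, so that it was lower there but not absent. In meRIP the most abundant, *Sgs3*, had 4993 and 4277 counts in wildtype and 194 and 188 in *Mettl3* null libraries. A difference in developmental stage between genotypes, on which glue genes also depend, was not tested.

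The gene *w* (FBgn0003996, X from 2790599 to 2796466) had 1384 and 1762 counts in neuroblast-biased input and 0 to 20 in the other input libraries. In meRIP *w* rose by a log2FC of 6.72 in neuroblast-biased over wildtype brains. Whether the w marker of the transgenes is the source cannot be told apart from other explanations, because the marker goes with the genotype. Of 4 other eye pigment genes tested, 0 were called higher, but *st* and *v* were near the floor, and *ca* (log2FC 0.42) and *g* (-0.88) have high counts in each genotype. *mthl8*, with 0 counts in all 4 wildtype libraries, was not examined further. Strain differences other than the alleles are shared by each comparison between genotypes.

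*HIP* rose and *HIP-R* fell in *Mettl3* null input (log2FC of CPM 1.41 and -2.13). Reads shared between the near-identical copies cannot be told apart from a change of the genes themselves. The summed counts of the pair changed less than either gene, by 0.27, within the replicate difference of 0.28 in *Mettl3* null but above that of 0.15 in wildtype input. The sum was higher in both *Mettl3* null than in both wildtype libraries, in input (142 and 173 against 138 and 124 CPM) and in meRIP (474 and 495 against 294 and 412 CPM, log2FC 0.46). A strain variant in 1 copy was not tested.

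The motif core AAAC was tested in annotated 5′ UTRs, in which 2458 of the 2748 Mettl3-dependent genes have sequence. Its density was 10.1 per kb, compared with 9.22 in 10000 expression-matched random lists (percentile 100). Whether the excess was specific to AAAC cannot be told. CAAA, ACAA and AACA were raised by ratios of 1.09, 1.09 and 1.12, as much as AAAC (1.09). These words overlap AAAC in sequence, so that an excess of AAAC can raise them too. The study reported an AAACV motif as significantly enriched in its m6A data, a search that was not repeated here. The mean annotated 5′ UTR length was 729 bases against 424 in the random lists. Whole annotated 5′ UTRs were used in place of peaks, which would dilute a motif near methylated sites.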
